A study of Mus musculus with 6 samples. Its data were reported in "Stable maintenance of MERVL-positive embryonic stem cells reveals sustained transcriptional programs and enhancer remodeling" (2026).

How the data were processed

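Polyadenylated RNA of mouse embryoid bodies (EBs, aggregates in which embryonic stem cells differentiate) was sequenced after 12 days without LIF and doxycycline. The 6 libraries fell into 3 groups of 2: control EBs from the conventional embryonic stem cell (ESC) line ZHBTc4, and EBs from its MERVL-positive derivatives 1-5 Red and 1-19 Red. MERVL is an endogenous retrovirus whose promoter is active in the 2-cell embryo, and Red clones carry a MERVL-driven fluorescent reporter with uniformly high signal. Groups and replicate numbers were taken from the sample labels. The study's methods call its RNA-seq replicates biological and state more of them than the 2 libraries per group deposited. The labels do not say whether the 2 libraries of a group came from separate cultures, so the p-values may in part measure technical spread.

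The authors aligned reads to the mouse genome (build mm9) with Bowtie2 at default settings, and the version was not given in the sources used here. The authors deposited, per RefSeq transcript, a whole-number read count, the length of the exon model and an RPKM value (the count scaled by length and by sequencing depth), with 1 library per file. In 100% of table entries the deposited RPKM equalled the deposited count divided by the length and by a total that was constant within a library, to within 1%. That total was 35.9 M to 46.1 M reads. Whether counting used the strand, and how reads with several genomic hits were treated, was not given in the sources used here. Counts summed over transcripts exceeded that total in each library, so some reads were counted more than once, and values of overlapping, antisense and near-identical genes are uncertain. This applies to Myh6 with Myh7, to Hba-a1 with Hba-a2, to Mir675 within H19, to Xist with Tsix and to the Zscan4 family.

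The design fixed before the data were examined named limma on log2(RPKM + 1), with edgeR taking its place if read counts were present. Because the tables held whole-number counts, the edgeR quasi-likelihood test on counts was used throughout, and limma became an alternative. Of 29257 transcript entries, the entry with the highest total count was kept for each of 22878 gene symbols. Genes with an RPKM of at least 1 in at least 2 libraries were tested, which left 12956. Library totals over these gene symbols were 25317363 to 32301906 reads. All 6 libraries entered a single fit with 3 group means (edgeR 4.0.16, TMM scaling, trended dispersion, R 4.3.3), which left 3 residual degrees of freedom, with a median prior of 4.94. The common dispersion was 0.0226, a biological coefficient of variation of 15.0%. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 1.5. Contrasts were each Red clone against control, 1-5 Red against 1-19 Red, and the mean of both Red clones against control. Errors of log2 fold changes are standard errors from the edgeR fit, and errors of RPKM values are SDs with n = 2.

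The pipeline was tested on counts simulated from the means, dispersions and library sizes of these libraries over 12956 genes. In 1-5 Red against control it recovered 74.6% of genes changed by a fold of 2, 95.5% at a fold of 4 and 98.5% at a fold of 16, with 10 unchanged genes called. For 1-19 Red against control the shares were 68.7%, 97.0% and 100%, with 13 unchanged genes called. For 1-5 Red against 1-19 Red they were 68.7%, 98.5% and 98.5%, with 15 unchanged genes called. In the data, spread between replicates was unequal. Its chi-square per degree of freedom was 7.20 in control, 11.9 in 1-5 Red and 89.1 in 1-19 Red. Whether the shares hold under such unequal spread was not tested, so they do not show that uncalled genes were unchanged. Of 20 simulated lists without a change none was called, and a list of 41 genes shifted by a fold of 1.5 was called. These simulated lists did not cover genes that vary together. In the data, correlations estimated within the gene lists described below ranged from -0.20 to 0.63 for the mean of both Red clones. The error rate of the list test under such correlation was therefore not tested.

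There were 21 gene lists, whose members were written from textbook knowledge before the data were examined. Their subjects were cardiac and striated muscle contraction, cardiac transcription factors, primitive streak and early mesoderm, endothelium, blood, neural progenitors, neurons and synapses, glia and neural crest, visceral endoderm, parietal endoderm and basement membrane, trophoblast, extraembryonic markers assayed by the study, the 2-cell-like program, pluripotency, germline, imprinted genes, mesenchyme and extracellular matrix, hypoxia and glycolysis, integrated stress response and p53 targets, cell cycle, and X inactivation with Y-linked genes. Muscle, calcium handling, neurons and synapses, imprinted genes and Xist were chosen as subjects after the text, figures and supplementary tables of the study had been read. These rest on the same libraries, so the direction of these lists is not independent evidence. The 2-cell-like list follows genes the study names, with textbook members added. The markers assayed by the study came from its RT-PCR in another ESC line. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 21 lists. They were tested again with an estimated correlation and with fry, which asks whether the members move on balance in 1 direction.

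Most genes named in the text followed a rule fixed before the data were examined. It took genes past the threshold in the same direction in both clones with all 4 Red libraries on 1 side of both control libraries, up to 10 in each direction. It added the 3 highest and 3 lowest further genes of each clone, the 5 highest and 5 lowest of 1-5 Red against 1-19 Red, and from each list up to 4 members called in both clones or otherwise the 2 measured members with the largest mean change. It always included Cdx2, Elf5, Gata3, Gata2, Sox17, Foxa2, Gata4, Pou5f1, Nanog, Zscan4c, Zscan4d, H19, Igf2, Xist, Myh6, Tnnt2, Afp and Tubb3. Predicted loci and microRNA host entries were passed over. Tnni1, Eif2s3y and Mir675 are named below although outside the rule, as are genes marked so under other observations.

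Results were also obtained with a pseudocount of 0.1 in limma, no filter, a filter at an RPKM of 5, quantile normalization, median-of-ratios factors, other variance models, fits of only the 2 groups compared, all transcript entries, the replicate number as a block, other thresholds, DESeq2 1.42.0, and leaving out each library in turn. Limma on log2(RPKM + 1), the test first named, became an alternative once counts were found. Further alternatives were chosen after the data had been seen: offsets that remove each library's loess trend over GC content and gene length (span 0.5) with and without the replicate block, and the edgeR exact test on transcript entries of 2 groups at an adjusted p under 0.001. When a group was reduced to 1 library, that library was taken to vary as the other groups did. GC content came from a reference annotation of a later mouse build, in which 12938 of the tested genes (99.9%) matched by identifier and 12908 (99.6%) had a value. Because the builds differ, no genome positions are given. To judge the overlap of comparisons that share the control libraries, 50 sets of unchanged groups were simulated in which both clones shared their controls. Each clone was also set against another control library.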

Results

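Transcriptomes were collected from day 12 EBs of the conventional ESC line ZHBTc4 and of the MERVL-positive clones 1-5 Red and 1-19 Red, with 2 libraries per group. Gene totals were 26241624 and 25317363 reads in control, 30449882 and 29029540 in 1-5 Red, and 32301906 and 29217584 in 1-19 Red. Across genes, replicate libraries correlated at 0.993 in control, 0.992 in 1-5 Red and 0.959 in 1-19 Red (Pearson's r of log2(RPKM + 1) over tested genes, which are not independent replicates). In 1-19 Red replicate 1, GC-poor genes read high and GC-rich genes low, with median deviations from the gene means of 0.38 and -0.37 on the log2 scale among the GC-poorest and the GC-richest genes. This library also set the first principal component, which held 49.0% of the variance, at a score of 44.1 against -20.8 to 3.32 in the others.

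To ask what distinguished EBs of the MERVL-positive clones, genes were sought that differed from control in the same direction in both Red clones. MERVL and reporter reads were not counted, so MERVL activity in the EBs themselves was not tested. Heart muscle genes and the imprinted noncoding RNAs H19 and Meg3 were lower in EBs of both clones. The atrial myosin light chain Myl7 averaged 14.3 ± 4.40 RPKM in control (SD, n = 2), 0.339 ± 0.0156 in 1-5 Red and 0.352 ± 0.0818 in 1-19 Red. Its log2 fold change was -5.39 ± 0.39 (adjusted p = 0.0036, edgeR) and -5.31 ± 0.39 (adjusted p = 0.0019). The myosin heavy chains Myh6 (-5.04 and -4.87) and Myh7 (-4.66 and -4.88), troponin T of the heart, Tnnt2 (-3.76 and -4.63), and cardiac actin, Actc1 (-3.88 and -4.49), fell with them. H19, the imprinted noncoding RNA of the Igf2 locus and an abundant EB transcript, fell from 328 ± 6.82 RPKM in control to 24.7 ± 0.299 and 29.2 ± 5.15. Its log2 fold change was -3.74 ± 0.14 (adjusted p = 6.3e-05, edgeR) and -3.47 ± 0.14 (adjusted p = 0.00010). Meg3, the maternally expressed noncoding RNA of the Dlk1 locus, fell by 3.75 in 1-5 Red and by 3.13 in 1-19 Red on the log2 scale.

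In all, 8 genes were lower and 0 were higher in both clones by the edgeR test. The 8 comprised the 7 named above and Mir675, a microRNA entry within H19, and each was lower in all 4 Red libraries than in both control libraries. At an unadjusted p under 0.05 in both clones, 297 genes were higher and 253 lower, and DESeq2 called 31 higher and 41 lower where limma called 0 and 7. In 50 simulations of groups without any effect but with shared controls, at most 1 call in each direction was shared. Independent lists of these sizes would share 0.0069 lower genes. Log2 fold changes of the clones correlated across genes at r = 0.643, against 0.508 in the simulations, and their covariance was 0.0966 against 0.0339. With 1-5 Red set against 1 control library and 1-19 Red against the other, a comparison added after the data had been seen, r was 0.419 or 0.451 and the covariance 0.0763 or 0.0806. The calls then shared were 3 (Myl7, Myh7 and H19) or 5 (these, Tnnt2 and Actc1), all lower. Each such comparison held only 1 control library, so the smaller overlap cannot separate the effect of shared controls from that of fewer controls. All 8 genes still read lower in both clones in either comparison. Part of the overlap found with both control libraries may still come from the shared controls. Igf2, the reciprocally imprinted growth factor next to H19, read 2211 ± 6.99 RPKM in control, 2657 ± 228 in 1-5 Red and 2558 ± 282 in 1-19 Red. All 4 Red libraries read above both control libraries, but it did not pass the test (log2 fold change 0.26 and 0.24, adjusted p = 0.64 and 0.46, edgeR). Without control replicate 2 the genes lower in both clones numbered 3, without 1-5 Red replicate 1 they numbered 3, and without 1-5 Red replicate 2 they numbered 1. Without 1-19 Red replicate 1 there were 37 higher and 44 lower, and without 1-19 Red replicate 2 there were 143 higher and 142 lower. GC and length offsets gave 16 higher and 35 lower.

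**Figure D1:**
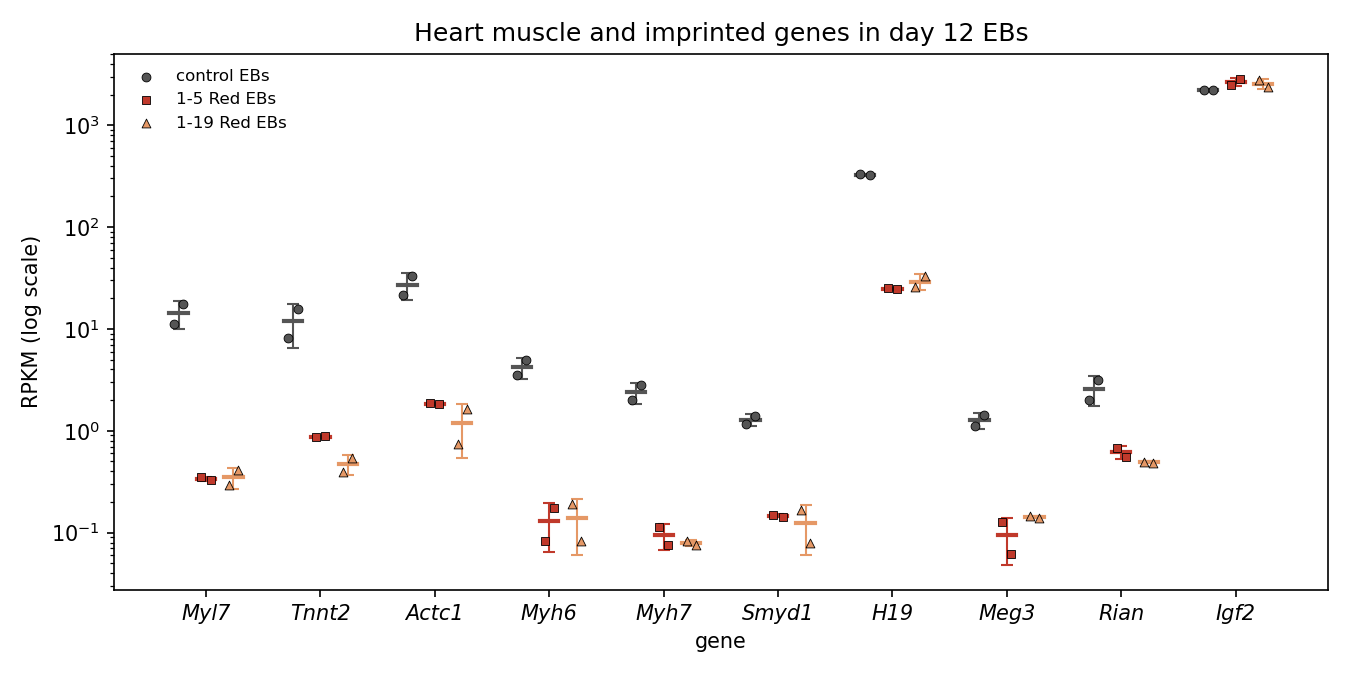
RPKM on a log scale for heart muscle and imprinted genes, with a point per library and the mean ± SD of the 2 libraries of each group. Myl7, Tnnt2, Actc1, Myh6, Myh7, Smyd1, H19, Meg3 and Rian lay lower in all 4 Red libraries than in both control libraries, while Igf2 averaged 2211 to 2657 RPKM.

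The gene lists placed these genes among wider groups, tested on the mean of both Red clones against control. Of 22 measured genes of cardiac and striated muscle contraction, 21 had a negative log2 fold change, with a median of -1.06. In this list 6 were called lower (14 when adjusted over the list alone), among them the slow troponin Tnni1 (camera adjusted p = 1.4e-58). Of its genes, 16 were lower in all 4 Red libraries than in both controls, where chance gives 6.67% and all tested genes gave 14.1%. Cardiac transcription factors fell as a list (13 genes, median -0.45, adjusted p = 9.3e-09). With an estimated correlation they passed in 1-19 Red (adjusted p = 0.038) but not in 1-5 Red (adjusted p = 0.12), and with the filter at an RPKM of 5 the median was -0.06. The list had 1 called gene, the muscle methyltransferase Smyd1 at -3.22 ± 0.32 (edgeR adjusted p = 0.014), and 6 adjusted over the list alone. Irx4, a ventricular regulator, averaged 6.90 RPKM in control and 3.18 and 3.24 in the Red clones without passing the test (adjusted p = 0.079). The endothelium list also fell (17 genes, median -0.95, adjusted p = 1.6e-17), with 15 negative values, 0 genes called (edgeR) and 10 lower when adjusted over the list alone. The tight junction gene Cldn5 read 3.01 ± 0.0310 RPKM in control against 0.988 ± 0.433 and 0.861 ± 0.112, and the transcription factor Sox18 read 1.56 ± 0.0908 against 0.573 ± 0.0300 and 0.409 ± 0.161. All 28 cell cycle genes had negative values, with a median of -0.37 (adjusted p = 2.1e-15), 0 called (edgeR) and 2 lower when adjusted over the list alone. Among them Ccne1 averaged 22.2, 13.8 and 14.8 RPKM and Rrm2 33.3, 20.03 and 23.1 RPKM in control, 1-5 Red and 1-19 Red.

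Neurons and synapses rose as a list (24 genes, median 0.59, adjusted p = 4.0e-12), with 4 called higher and, when adjusted over the list alone, 10 higher and 1 lower. The list passed in 18 of 18 other settings, but its median ranged from 0.16 to 0.64. This rise came from 1-19 Red (median 0.79, adjusted p = 5.7e-27), and 1-5 Red alone did not pass (median 0.15, adjusted p = 0.073, adjusted p = 0.31 with an estimated correlation). These 5 lists, 4 lower and 1 higher, also passed with an estimated correlation (adjusted p = 0.026 to 0.033) and with fry (adjusted p = 0.0050 to 0.0076). The call of the endothelium list was lost with the filter at an RPKM of 5 (adjusted p = 0.064). Over 18 other settings the median of this list ranged from -0.99 to -0.19.

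A further 7 lists passed the camera test but not with an estimated correlation. Neural progenitors were higher (13 genes, median 0.51, adjusted p = 3.2e-08, adjusted p = 0.19 with an estimated correlation), 5 of them when adjusted over the list alone. In 1-5 Red alone neither they (median 0.19, adjusted p = 0.090) nor the glia list (adjusted p = 0.093) passed. Mesenchyme and extracellular matrix genes were higher (29 genes, median 0.31, adjusted p = 9.9e-07, adjusted p = 0.25 with an estimated correlation), and 6 were higher when adjusted over the list alone. In this list Dcn, a matrix proteoglycan, averaged 19.5, 33.3 and 62.3 RPKM, and the collagen gene Col5a2 averaged 4.77, 9.33 and 12.8 RPKM. Glia and neural crest genes were higher (10 genes, median 0.30, adjusted p = 0.047, adjusted p = 0.25 with an estimated correlation). The trophoblast list was lower (33 genes, median -0.23, adjusted p = 5.3e-07, adjusted p = 0.34 with an estimated correlation), with 27 negative values. The giant cell hormone Prl3d1 read 2.42 ± 0.217, 5.88 ± 4.59 and 9.76 ± 0.581 RPKM. The pluripotency list was called lower (17 genes, median -0.07, adjusted p = 0.0061, adjusted p = 0.41 with an estimated correlation), with 8 positive and 9 negative members and 0 called by edgeR. The imprinted list was called lower on the strength of a few genes (41 genes, mean -0.31, adjusted p = 5.8e-07, adjusted p = 0.079 with an estimated correlation). Its median was 0.03, 21 members were positive and 20 negative, and the 4 called were H19, Meg3, Rian and Plagl1. The glia list passed in 10 of 18 other settings. It lost its call with limma (adjusted p = 0.099 to 0.16), with offsets (adjusted p = 0.080 and 0.096), without control replicate 1 (adjusted p = 0.14), without 1-5 Red replicate 1 (adjusted p = 0.071) and without 1-19 Red replicate 2 (adjusted p = 0.24). The pluripotency list lost it without control replicate 1 (median 0.01, adjusted p = 0.15) and with a pseudocount of 0.1 in limma (adjusted p = 0.056), and did not pass in 1-19 Red alone (adjusted p = 0.057). The imprinted list lost it in the limma settings (adjusted p = 0.16 to 0.25).

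The extraembryonic markers that the study assayed were also lower as a list (7 genes, median -0.47, adjusted p = 0.0017, adjusted p = 0.34 with an estimated correlation). All 7 had negative values, 0 were called by edgeR and 1 when adjusted over the list alone. The trophectoderm regulators Cdx2 (7.71 ± 1.53, 7.26 ± 0.799 and 6.66 ± 2.68 RPKM in control, 1-5 Red and 1-19 Red), Elf5 (3.29, 3.10 and 3.10 RPKM) and Gata3 (29.1, 28.2 and 26.6 RPKM) gave log2 fold changes of -0.09 and -0.19, -0.09 and -0.07, and -0.05 and -0.10. Gata2 averaged 80.7, 54.2 and 55.9 RPKM. The endoderm regulators Sox17, Gata4 and Foxa2 averaged 2.03, 0.583 and 1.17, then 9.69, 5.79 and 4.54, then 1.71, 0.932 and 1.64 RPKM. In 1-19 Red, replicates 1 and 2 read 0.402 and 1.94 RPKM for Sox17 and 0.561 and 2.72 RPKM for Foxa2. Without 1-19 Red replicate 2, Cdx2 was at -0.64 and Gata2 at -0.85 in 1-19 Red against control on the log2 scale. Gata4 was at -1.43, Foxa2 at -1.55 and Sox17 at -2.28 in that fit. Without 1-19 Red replicate 1 the list kept its call (adjusted p = 0.0092) while its median shrank to -0.11.

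The remaining 9 lists did not pass: primitive streak and early mesoderm (adjusted p = 0.16), blood (0.18), the 2-cell-like program (0.081), visceral endoderm (0.74), parietal endoderm and basement membrane (0.74), germline (0.74), stress response and p53 targets (0.74), hypoxia and glycolysis (0.77) and X inactivation with Y-linked genes (0.82), all by camera. The 3 measured members of the last list moved apart. Xist was called higher for the mean of both clones (1.51, edgeR adjusted p = 0.015). This rise came from 1-19 Red (2.78), with 0.25 in 1-5 Red. The Y-linked Ddx3y averaged 2.14, 0.782 and 1.15 RPKM in control, 1-5 Red and 1-19 Red (-1.16, edgeR adjusted p = 0.14). Eif2s3y also read lower (-0.77, adjusted p = 0.20). With offsets this list passed as lower (adjusted p = 0.012, and 0.026 with the replicate block). With offsets alone Ddx3y was called lower in 1-5 Red (-1.58, edgeR adjusted p = 0.018) and in 1-19 Red (-1.24, adjusted p = 0.033). Eif2s3y was then called lower in 1-5 Red (-0.99, adjusted p = 0.044), while Xist stayed higher in 1-19 Red (2.22, adjusted p = 0.0080). Of the 2-cell-like program only Gm4340 (4.11, 1.95 and 2.55 RPKM) and Eif1a (62.7, 51.5 and 60.3 RPKM) were expressed highly enough to be tested. Zscan4c and Zscan4d, hallmarks of the 2-cell-like state, stayed below 1 RPKM on average in each group, as did Nanog. The pluripotency factor Pou5f1 averaged 9.70 ± 4.18, 15.5 ± 2.33 and 8.81 ± 3.52 RPKM and did not pass the test. Pou5f1 encodes OCT4, which the study describes as regulatable in ZHBTc4 and lowered there by doxycycline. These EBs had no doxycycline, and the source of their Pou5f1 reads was not tested. Wnt3 (1.70, 4.25 and 3.87 RPKM), Gsc (0.517, 1.32 and 1.09), Tex19.1 (35.9, 25.2 and 28.3), Ero1l (92.0, 114 and 132) and Trib3 (5.87, 9.88 and 8.84) likewise remained uncalled. With GC and length offsets Wnt3 was called higher in 1-5 Red (1.33, edgeR adjusted p = 0.027) and in 1-19 Red (1.24, adjusted p = 0.033). Some of the 9 lists passed in other settings. By camera, blood passed in 3 of 18 (lowest adjusted p = 0.0016) and primitive streak genes in 2 of 18 (lowest 0.026). The 2-cell-like program passed in 2 of 17. Among these settings, leaving out 1 library brought some of the lists past the threshold. Blood passed without control replicate 2 (adjusted p = 0.039) and without 1-5 Red replicate 1 (0.024). Primitive streak genes passed without 1-5 Red replicate 2 (0.044), the 2-cell-like program without 1-5 Red replicate 1 (0.0037) and parietal endoderm without 1-19 Red replicate 1 (0.0081). Visceral endoderm was higher without 1-19 Red replicate 1 (0.00017) but lower without 1-19 Red replicate 2 (0.0013).

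**Figure D2:**
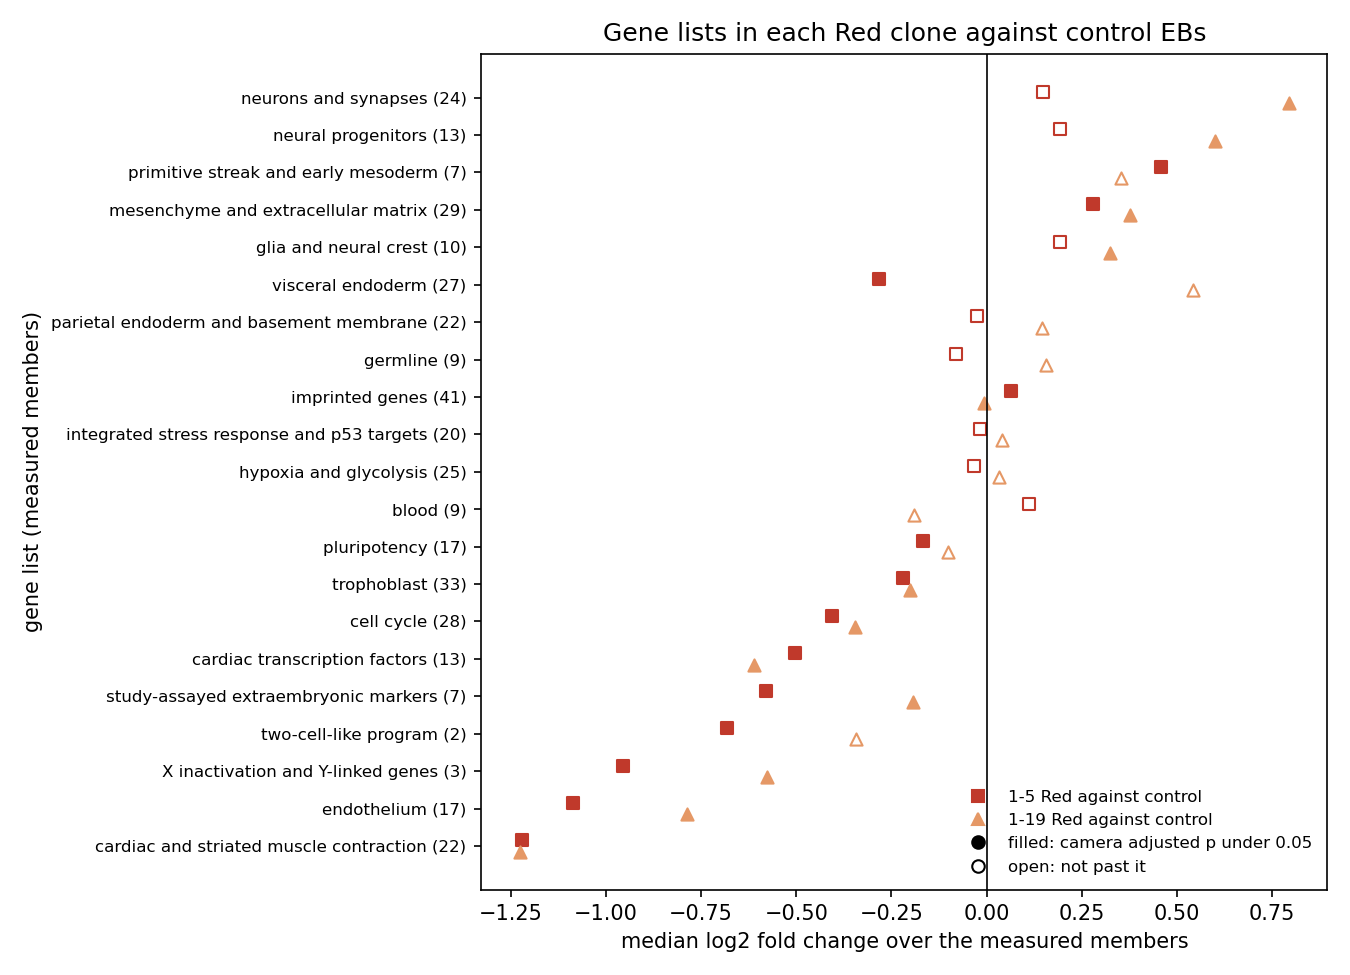
Median log2 fold change of each gene list in 1-5 Red (squares) and 1-19 Red (triangles) against control, with the number of measured members in brackets and filled symbols for a camera adjusted p under 0.05. The muscle list had the lowest median in both clones, at -1.22 and -1.23, and the neuron list reached 0.79 in 1-19 Red and 0.15 in 1-5 Red.

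In 1-5 Red EBs alone, 1 gene was higher and 9 were lower than in control by the edgeR test. The neuropeptide gene Tac2 rose from 17.3 ± 1.44 to 49.5 ± 0.257 RPKM, a log2 fold change of 1.51 ± 0.17 (adjusted p = 0.033). Plagl1, an imprinted zinc finger gene, fell from 4.70 ± 0.363 to 0.160 ± 0.0913 RPKM, a log2 fold change of -4.88 ± 0.58 (adjusted p = 0.042). In 1-19 Red, Tac2 read 29.3 ± 4.03 RPKM and Plagl1 1.93 ± 1.29 RPKM. Neither passed there (adjusted p = 0.18 and 0.42) or between the clones (adjusted p = 0.59 and 0.16). Both were called for the mean of both clones (1.16 and -3.06, each edgeR adjusted p = 0.043), so they are not shown to be particular to 1-5 Red. Without 1-19 Red replicate 1 or 2, Tac2 in 1-19 Red was at 0.60 or 0.95 and Plagl1 at -2.22 or -0.67. The other 8 lower genes were the muscle and imprinted genes shared with 1-19 Red. Among lists that did not pass for the mean of both clones, 4 passed camera in 1-5 Red. Primitive streak genes were higher (median 0.46, adjusted p = 0.034). Visceral endoderm (median -0.28, adjusted p = 0.036), the 2-cell-like program (median -0.68, adjusted p = 0.012) and X inactivation with Y-linked genes (median -0.96, adjusted p = 0.0015) were lower. In the last list Xist read 0.25 and only the Y-linked members were negative. Of the 47 listed genes of the 2-cell-like program only 2, Gm4340 and Eif1a, were measured, so its value does not speak for the program. With an estimated correlation none of these 4 lists passed (adjusted p = 0.21 to 0.67). At an unadjusted p under 0.05, 587 genes were higher and 543 lower, where chance gives 647.8 in all. The count of 1 higher and 9 lower genes became 0 and 6 without control replicate 1, 0 and 3 without control replicate 2, 0 and 3 without 1-5 Red replicate 1, and 0 and 1 without 1-5 Red replicate 2. It was 207 and 201 without 1-19 Red replicate 1 and 209 and 201 without 1-19 Red replicate 2, since the remaining 1-19 Red library then no longer added to the pooled spread. Tac2 and Plagl1 each lost their call without either control library or either 1-5 Red library (adjusted p = 0.18 to 0.67, log2 fold changes 1.44 to 1.59 and -5.61 to -4.39). Myl7, Myh6, Tnnt2 and Actc1 lost it without 1-5 Red replicate 1 (adjusted p = 0.097 to 0.28, log2 fold changes -5.44 to -3.76). These 4 genes, Myh7 and Meg3 lost it without 1-5 Red replicate 2 (adjusted p = 0.081 to 0.20, log2 fold changes -5.66 to -3.33). Actc1, Meg3, Myh6 and Tnnt2 lost it without control replicate 2 (adjusted p = 0.091 to 0.12, log2 fold changes -4.79 to -3.21), and Meg3 without control replicate 1 (adjusted p = 0.063, log2 fold change -3.91).

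In 1-19 Red EBs, neuron and synapse genes were higher and heart muscle genes lower than in control, with 22 genes higher and 10 lower by the edgeR test. Mtap2, a microtubule protein of dendrites, rose from 0.990 ± 0.0163 to 5.58 ± 0.685 RPKM, a log2 fold change of 2.52 ± 0.16 (adjusted p = 0.0014). Dcx, a microtubule protein of migrating neurons, rose from 0.398 ± 0.0103 to 2.30 ± 0.253 RPKM (2.56 ± 0.19, adjusted p = 0.0019). The axon guidance receptor Robo3 (3.20 ± 0.39), the neuronal homeobox genes Barhl2 (3.64 ± 0.49) and Pou3f2 (2.81 ± 0.27) and the membrane transporter Tmem163 (3.16 ± 0.38) rose too, from 0.123 to 0.367 RPKM in control. Xist, the noncoding RNA of X inactivation, rose from 0.328 ± 0.0131 to 2.21 ± 0.375 RPKM (2.78 ± 0.18, adjusted p = 0.0014). Beyond the genes lower in both clones, Smyd1 (-3.31 ± 0.42) and Rian, a noncoding RNA beside Meg3 (-2.36 ± 0.30), fell in 1-19 Red (both adjusted p = 0.027, edgeR). In 1-5 Red they read -3.12 (adjusted p = 0.061) and -2.08 (adjusted p = 0.084).

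Of 24 measured neuron and synapse genes, 6 were called higher in 1-19 Red, and 16 were higher and 1 lower when adjusted over the list alone, with a median of 0.79 (camera adjusted p = 5.7e-27, adjusted p = 0.031 with an estimated correlation). Of 13 neural progenitor genes, 3 were called higher (camera adjusted p = 4.1e-16, adjusted p = 0.088 with an estimated correlation). X inactivation with Y-linked genes, of which Xist, Ddx3y and Eif2s3y were measured, was called higher by camera (adjusted p = 0.0097, adjusted p = 0.24 with an estimated correlation) while its median was -0.58. Tubb3, a tubulin of neurons, read 12.6 ± 0.0426 RPKM in control and 21.6 ± 11.1 RPKM in 1-19 Red and did not pass the test. The glial marker Fabp7 read 5.06 ± 0.233 and 26.5 ± 18.2 RPKM, also without passing. With GC and length offsets Tubb3 was called higher in 1-19 Red (0.94, edgeR adjusted p = 0.041). In that fit Tubb3 was also called lower in 1-5 Red than in 1-19 Red (-1.36, adjusted p = 0.036). The yolk sac endoderm genes Afp and Apob were highest in 1-19 Red replicate 2. Afp had 16468 reads there against 1367 to 2993 in the other libraries. Apob had 4873 reads there against 43 to 191 in 4 of them. In 1-5 Red replicate 1 Apob reached 866 reads. The GC trend of 1-19 Red replicate 1 lay within this group, and with GC and length offsets 69 genes were higher and 51 lower. Quantile normalization with limma gave 4 higher and 8 lower, turning the balance towards lower genes. Limma on log2(RPKM + 1) without quantile normalization gave 3 higher and 9 lower, so the turn was not particular to that normalization. The count of 22 higher and 10 lower genes became 2 and 6 without control replicate 1, 2 and 5 without control replicate 2, and 5 and 8 without either 1-5 Red library. It was 157 and 64 without 1-19 Red replicate 1 and 1311 and 1495 without 1-19 Red replicate 2, where the deviating library stood alone. Robo3, Barhl2, Tmem163, Smyd1 and Rian lost their call without any 1 of the control or 1-5 Red libraries (adjusted p = 0.066 to 0.46). Their log2 fold changes stayed large, at 3.03 to 3.40 for Robo3, 3.14 to 4.41 for Barhl2, 2.75 to 3.72 for Tmem163, -3.44 to -3.17 for Smyd1 and -2.65 to -2.0045 for Rian. Dcx, Pou3f2 and Meg3 lost it without control replicate 1 (adjusted p = 0.063 to 0.12) or control replicate 2 (adjusted p = 0.056 to 0.22), at 2.54 to 2.57, 2.55 to 3.14 and -3.28 to -2.95. Myh6 lost it without control replicate 2 (adjusted p = 0.064, log2 fold change -4.63).

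**Figure D3:**
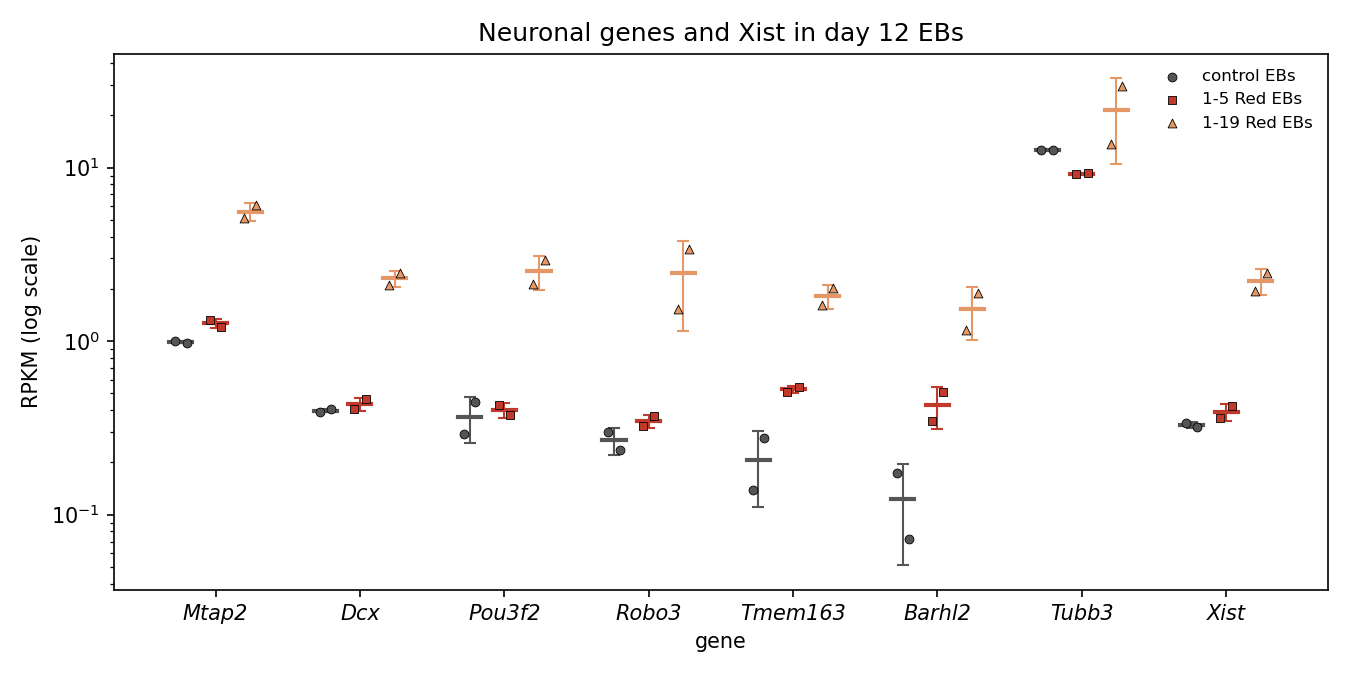
RPKM on a log scale for neuronal genes and Xist, with a point per library and the mean ± SD of the 2 libraries of each group. Both 1-19 Red libraries lay above the other 4 for Mtap2, Dcx, Pou3f2, Robo3, Tmem163, Barhl2, Tubb3 and Xist, with means of 5.58 RPKM for Mtap2 and 2.21 RPKM for Xist.

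A direct comparison of the clones asked whether their EBs differed from each other. Expression of 4 genes was lower in 1-5 Red than in 1-19 Red. Pou3f2 was lower by a log2 difference of -2.69 ± 0.27 (adjusted p = 0.028, edgeR), Xist by -2.53 ± 0.18, Dcx by -2.44 ± 0.18 and Mtap2 by -2.17 ± 0.16 (each adjusted p = 0.0046). These genes read 0.4005, 0.391, 0.434 and 1.27 RPKM on average in 1-5 Red, near their control levels. The neuron and synapse list was lower in 1-5 Red (median -0.83, camera adjusted p = 1.5e-31, adjusted p = 0.034 with an estimated correlation), with 17 of 24 members negative and 13 lower and 1 higher when adjusted over the list alone. With the filter at an RPKM of 5 the median of its remaining members was 0.08, while camera still placed them lower. The muscle (median 0.09, adjusted p = 0.44), endothelium (median -0.08, adjusted p = 0.45) and imprinted lists (adjusted p = 0.99) did not pass between the clones. The endothelium list passed with the filter at an RPKM of 5 (median -0.33, adjusted p = 0.038) and with offsets and the replicate block (median -0.16, adjusted p = 0.034). By camera, but not with an estimated correlation (adjusted p = 0.063 to 0.67), 5 further lists differed. Neural progenitors (median -0.91, adjusted p = 1.9e-17), X inactivation with Y-linked genes (3 measured members including Xist, -0.61, adjusted p = 1.6e-13), visceral endoderm (-1.01, adjusted p = 0.00021) and parietal endoderm (-0.09, adjusted p = 0.036) were lower in 1-5 Red. Cardiac transcription factors were higher (0.19, adjusted p = 0.0023). Without 1-19 Red replicate 2 the visceral endoderm median was 0.67 (adjusted p = 0.14), the parietal endoderm median 0.15 (adjusted p = 0.62) and cardiac transcription factors lost their call (adjusted p = 0.26). Parietal endoderm passed in 12 of 18 other settings and also lost its call without 1-5 Red replicate 2 (adjusted p = 0.11), with limma (adjusted p = 0.17 to 0.23) and with the filter at an RPKM of 5 (adjusted p = 0.80). With that filter visceral endoderm lost its call too (adjusted p = 0.14). Other lists passed as lower in 1-5 Red when 1 library was left out. These were trophoblast (adjusted p = 1.3e-06), the markers assayed by the study (0.00060) and pluripotency (0.0018) without 1-19 Red replicate 1, mesenchyme (0.00038) without 1-5 Red replicate 2, and the 2-cell-like program (0.0028) and blood (0.017) without 1-5 Red replicate 1. Trophoblast passed also with offsets (adjusted p = 0.044, and 0.034 with the replicate block), the 2-cell-like program with no filter (adjusted p = 0.035) and germline genes with limma (adjusted p = 0.012 to 0.045).

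No gene was higher in 1-5 Red by the edgeR test, while 285 were at an unadjusted p under 0.05, DESeq2 called 2 and limma 0. The 667 genes at an unadjusted p under 0.05 in either direction were close to the 647.8 that chance gives. The 4 calls were lost without 1-5 Red replicate 1 (adjusted p = 0.22 to 0.53) and without 1-5 Red replicate 2 (adjusted p = 0.21 to 0.51) at similar differences (-2.79 to -2.11). In turn 14 genes were higher and 147 lower without 1-19 Red replicate 1, and 1021 higher and 719 lower without 1-19 Red replicate 2. GC and length offsets gave 18 lower genes, and limma on log2(RPKM + 1) gave 0.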

Values the study reported

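The study reported 307 genes with higher and 267 genes with lower expression in Red EBs than in conventional EBs after 12 days, and called genes at an FDR below 0.001 and a fold change above 1.5.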

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

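The tests of GC content, of single libraries and of scaling described here, and the epithelial list, were chosen only after the results were seen, whereas the test of X-linked genes was written before its value was known.

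Some criteria were changed after values from the alternatives had been seen. The GC tests first asked whether the list median with offsets, including its bootstrap interval, stayed below -0.5 for muscle (drafted as -1) and below -0.4 for neurons. The intervals were -2.19 to -0.44 and -1.89 to -0.09, so in that form both tests left GC content open as an explanation. They were replaced by the move of each gene between fits, compared with 0.529 for muscle and 0.413 for neurons, which is 0.5 of each list median. The bounds of the single-control and scaling tests for muscle were loosened from -1 to -0.5, and the values found, -0.98 and -0.78, would not have met -1. A test of antisense Tsix reads as the source of Xist was drafted and dropped, because Tsix lay under the filter and the strand is not given.

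Cardiac muscle genes were lower in both Red clones. Against GC and length bias, offsets moved the log2 values of the list by 0.0995 towards 0 (0.0402 to 0.135), against the bound of 0.529. Against a single control library or the scaling, the weaker median without either control was -0.978 and the weakest over 3 scalings was -0.783. The labels do not say whether replicates came from separate cultures. Leaving out either control library therefore cannot test for an effect of a single culture, and variation between cultures stays open. Both Red clones derive from the control line, the only 1 conventional ESC line sequenced. Clonal derivation or selection apart from MERVL activity could therefore account for the lower muscle genes and also stays open.

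Neuron and synapse genes were higher in 1-19 Red than in 1-5 Red, with a median of -0.83 for 1-5 Red minus 1-19 Red, and Pou3f2 (-2.69), Dcx (-2.44) and Mtap2 (-2.17) were called. Against GC and length bias, offsets moved the list by -0.000331 (-0.0733 to 0.0985), against the bound of 0.413. Against a single 1-19 Red library, the weaker median without either was -0.685. The labels do not say whether replicates came from separate cultures, so variation between cultures stays open.

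Xist was lower in 1-5 Red than in 1-19 Red by a log2 difference of -2.53. Against X inactivation in much of the 1-19 Red cells, X-linked genes differed from other genes by 0.0160 (-0.000747 to 0.0322) with offsets, over 460 genes, and a small share of cells stays open. Without offsets it was -0.064 with all libraries (-0.096 to -0.037), 0.057 without 1-19 Red replicate 1 (0.038 to 0.082) and -0.179 without replicate 2. Against GC bias, Xist with offsets was at -2.37 (edgeR adjusted p = 0.019). Reads of Xist and Tsix cannot be separated, since the strand is not given.

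The median of neural progenitor genes was -0.91 for 1-5 Red minus 1-19 Red. The median of cardiac transcription factors was 0.19. Neither of these 2 lists passed with an estimated correlation (limma camera adjusted p = 0.16 and 0.19). The median of visceral endoderm genes was -1.01, but 0.67 without 1-19 Red replicate 2, and the list did not pass with an estimated correlation (limma camera adjusted p = 0.67). The median of parietal endoderm and basement membrane genes was -0.0876, but 0.15 without 1-19 Red replicate 2, and that list did not pass with an estimated correlation either (limma camera adjusted p = 0.67). The median of X inactivation and Y-linked genes was -0.61, and this list did not pass with an estimated correlation (limma camera adjusted p = 0.063).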

How the results depend on the processing

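Counts of called genes changed with the filter, the test, the groups fitted, the offsets and the library left out. The heart muscle and cell cycle lists passed in 18 of 18 settings, and H19 kept its call in both clones in 18 of 18. Offsets and the exact test were added after the data had been seen, and limma on log2(RPKM + 1), the test first named in the design, became an alternative once counts were found. The cause of most differences was not tested. Where an alternative called more genes in a comparison and direction, it kept every gene called there by the edgeR test, except offsets with the replicate block (21 of 22 higher in 1-19 Red). With only the 2 groups compared, 4 of 22 higher and 8 of 10 lower genes of 1-19 Red were kept. Counts below are higher then lower, for 1-5 Red, 1-19 Red, 1-5 Red against 1-19 Red, and both clones.

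With a pseudocount of 0.1 (limma) they were 1 and 5, 2 and 5, 0 and 0, 0 and 5. With no filter on low values they were 29 and 39, 127 and 58, 0 and 46, 11 and 28. With the filter at RPKM 5 they were 1 and 5, 2 and 5, 0 and 1, 0 and 5. With quantile normalization (limma) they were 1 and 9, 4 and 8, 0 and 0, 0 and 8. With no variance trend they were 1 and 11, 26 and 13, 0 and 6, 0 and 10. With only the 2 groups compared they were 209 and 198, 4 and 8, 0 and 4, 0 and 8. With every transcript entry they were 4 and 11, 29 and 14, 0 and 6, 1 and 10. At an adjusted p under 0.001 they were 0 and 1, 0 and 1, 0 and 0, 0 and 1.

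With DESeq2 they were 79 and 66, 142 and 96, 2 and 58, 31 and 41. With limma on log2(RPKM + 1) they were 2 and 7, 3 and 9, 0 and 0, 0 and 7. With GC and length offsets they were 52 and 72, 69 and 51, 0 and 18, 16 and 35. With offsets and the replicate block they were 20 and 40, 43 and 29, 0 and 3, 6 and 19. With the exact test of transcript entries, 2 groups, at an adjusted p under 0.001, they were 157 and 156, 61 and 24, 0 and 44, 11 and 23.

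Replicates of different groups share only a number, and their deviations correlated at -0.049, 0.024 and -0.203. With the replicate block the counts were 0 and 9, 18 and 11, 0 and 4, 0 and 8, and 12 lists passed. With the 1-19 Red numbers crossed, 0 genes were higher and 9 lower in 1-5 Red against 1-19 Red.

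Leaving out 1 library at a time gave 0 to 209 higher and 1 to 201 lower genes in 1-5 Red, 2 to 1311 and 5 to 1495 in 1-19 Red, 0 to 1021 and 0 to 719 between the clones, 0 to 143 and 1 to 142 in both, and 10 to 14 lists. Afp in 1-19 Red was at -1.12 without 1-19 Red replicate 2 (edgeR adjusted p = 0.019) and at 2.56 without replicate 1 (adjusted p = 0.0017).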

Other observations

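Several genes outside the naming rule stood out with GC and length offsets and were chosen after their values were seen. In that edgeR fit, the mean of both Red clones was lower for the endothelial genes Emcn (-1.76), Cd93 (-1.41) and Plvap (-1.34), for the heart regulators Mef2c (-1.12), Gata5 (-0.86) and Isl1 (-0.79), and for the imprinted genes Dio3 (-1.08) and Phlda2 (-1.07). It was higher for genes of stratified and bladder epithelium, Krt4 (1.78), Cldn1 (1.74), Lypd3 (1.61), Trim29 (1.35), Upk1a (1.21) and Krt5 (1.08). An epithelial list written afterwards did not pass over 25 measured genes (limma camera adjusted p = 0.223, as a single list, median 0.13; 0.177 with offsets, where 2 were called higher), which does not show that epithelial genes were alike. In 1-5 Red alone the list was higher (limma camera adjusted p = 0.0104, as a single list, and 0.0452 with offsets). It did not pass there with an estimated correlation (0.29, and 0.38 with offsets). The list was also higher in 1-5 Red against 1-19 Red (0.0037, with 20 of 25 members positive, and 0.24 with an estimated correlation). With offsets this difference between the clones did not pass by limma camera (0.065). Its median was then 0.04 against 0.12 without offsets, and 15 of 25 members were positive.

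Whether lower H19, Meg3 and Rian reflect a change of imprinting was not tested, since reads were not assigned to alleles. Igf2 did not pass the test at log2 fold changes of 0.26 and 0.24, but all 4 Red libraries read above both control libraries, so a small rise is not excluded.

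At the thresholds of the study, the edgeR quasi-likelihood test called 0 genes higher and 1 lower in each clone and 0 and 3 in the mean of both, and the edgeR exact test on transcripts called 157 and 156 in 1-5 Red, 61 and 24 in 1-19 Red, 11 and 23 in both, and 207 and 157 in either. Each of these is lower than the value quoted from the study above, and which combination of the clones was counted there is not clear. The study's methods also state more replicates than the 2 libraries per group used here. The counts may therefore rest on different numbers of libraries, and the cause of the gap was not tested. The study's text places heart muscle terms among genes higher in Red EBs, while here heart muscle genes were lower, and the cause was not tested. A wrong group label would change directions against control, and no reporter transcript was counted that could test the labels.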
